# Characterization of two *PEBP* genes, *SrFT* and *SrMFT*, in thermogenic skunk cabbage (*Symplocarpus renifolius*)

**DOI:** 10.1038/srep29440

**Published:** 2016-07-08

**Authors:** Yasuko Ito-Inaba, Hiromi Masuko-Suzuki, Haruhiko Maekawa, Masao Watanabe, Takehito Inaba

## Abstract

Floral thermogenesis has been found in dozens of primitive seed plants and the reproductive organs in these plants produce heat during anthesis. Thus, characterization of the molecular mechanisms underlying flowering is required to fully understand the role of thermogenesis, but this aspect of thermogenic plant development is largely unknown. In this study, extensive database searches and cloning experiments suggest that thermogenic skunk cabbage (*Symplocarpus renifolius*), which is a member of the family Araceae, possesses two genes encoding phosphatidyl ethanolamine-binding proteins (PEBP), *FLOWERING LOCUS T (SrFT*) and *MOTHER OF FT AND TFL1 (SrMFT*). Functional analyses of *SrFT* and *SrMFT* in Arabidopsis indicate that *SrFT* promotes flowering, whereas *SrMFT* does not. In *S. renifolius*, the stage- and tissue-specific expression of *SrFT* was more evident than that of *SrMFT. SrFT* was highly expressed in flowers and leaves and was mainly localized in fibrovascular tissues. In addition, microarray analysis revealed that, within floral tissues, *SrFT* was co-regulated with the genes associated with cellular respiration and mitochondrial function, including *ALTERNATIVE OXIDASE* gene proposed to play a major role in floral thermogenesis. Taken together, these data suggest that, among the *PEBP* genes, *SrFT* plays a role in flowering and floral development in the thermogenic skunk cabbage.

Floral thermogenesis has been found in dozens of flowering plants including basal angiosperms (Nymphaeaceae and Schisandraceae)^1^,^2^,^3^,^4^, magnoliids (Magnoliaceae)^5^,^6^,^7^, monocots (Araceae)^8^,^9^,^10^, and eudicots (Nelumbonaceae and Rafflesiaceae)^10^,^11^. According to the updated Angiosperm Phylogeny Group Classification (APG III)^12^, basal angiosperms are the most primitive group of angiosperms, and the magnoliids diverged early. In addition, the Araceae and Nelumbonaceae are early diverging monocots and eudicots, respectively. Heat production is not restricted to angiosperms but also occurs in several families of gymnosperms (i.e., Cycadaceae and Zamiaceae)^10^,^13^,^14^, which are more primitive than angiosperms among seed plants. Thus, it is reasonable to suggest that plant species that are able to produce heat in their reproductive organs belong to relatively primitive plant families. These plants differ from well-studied annual herbaceous plants, in aspects of growth and development, in that they flower after several years of vegetative growth and exhibit thermogenesis when they bloom. Thus, it is of interest to determine the mechanisms by which thermogenic plants initiate flowering, progress through floral development, and begin thermogenesis.

Extensive studies on the roles of floral thermogenesis in physiology, ecology and pollination biology have suggested that thermogenesis may be related to reproductive functions such as attracting pollinators by spreading odor^15^, providing a warm environment for pollinators^16^, and protecting the inflorescences from freezing damage^17^. In addition, extensive studies using arum species have revealed that thermogenesis is positively correlated with oxygen consumption rate^10^,^18^. However, the physiological roles of floral thermogenesis and the causal relationship between thermogenesis and respiration have not been completely established due to the lack of molecular genetic studies on thermogenic arum species and techniques to control their flowering.

Thermogenic skunk cabbage (*Symplocarpus renifolius*), which is a member of the family Araceae, is a thermoregulatory plant that can maintain spadix temperatures at approximately 20 °C for 1–2 weeks in early spring, when the ambient temperature falls below freezing^19^. *S. renifolius* is a polycarpic plant that flowers after several years of vegetative growth (Fig. 1a,b). The inflorescences begin heat production when they bloom (Fig. 1d), and terminate it when the pollen is released from the anthers (Fig. 1e). Interestingly, floral development precedes leaf development in the adult phase (Fig. 1c–f). In *S. renifolius*, the developmental features of the flowers and leaves generally contrast those of well-studied plants, in which flowering and floral development occur after leaf development. During the floral development from the thermogenic stage (Fig. 1d) to the post-thermogenic stage (Fig. 1e), intracellular structures within the floral tissues change significantly; the mitochondrial content is reduced, especially in the petals and pistils, whereas the vacuolar volume increased^20^,^21^. Consistent with the cellular change, the genes involved in cellular respiration and mitochondrial function are up-regulated in the former thermogenic spadices, whereas the genes involved in stress responses and protein degradation are up-regulated in the latter post-thermogenic spadices^21^,^22^. To uncover the molecular mechanisms underlying floral thermogenesis, much effort has been made to characterize an alternative oxidase (AOX), an energy-dissipating mitochondrial protein, and AOX has been proposed to play a pivotal role due to the correlation between heat production and AOX concentration as well as activity^23^,^24^,^25^,^26^,^27^.

Plant phosphatidyl ethanolamine-binding proteins (PEBP) family is divided into three main clades, *FLOWERING LOCUS T (FT*)-like, *TERMINAL FLOWER1 (TFL1*)-like, and *MOTHER OF FT AND TFL1 (MFT*) -like^28^. These members have been extensively studied in Arabidopsis, especially FT and TFL1. Despite an amino acid similarity of over 88%, these two proteins have antagonistic functions; FT promotes flowering by mediating both photoperiod and temperature signals, whereas TFL1 represses flowering^29^,^30^,^31^. The remaining *MFT*-like clade is generally thought to be the evolutionary ancestor to the other two clades^32^,^33^. A first duplication event resulted in two families of plant *PEBP* genes (*MFT*-like and *FT/TFL1*-like), and the second duplication resulted in the *FT*-like and *TFL1*-like clades. Thus, the *MFT*-like clade contains not only angiosperms but also more primitive plants, including mosses, spikemosses and gymnosperms, whereas the *FT*/*TFL1*-like clade contains only angiosperms. Given that the evolution of plant *PEBP* genes seems to coincide with the evolution of seed plants, it is of interest to determine which *PEBP* genes exist in skunk cabbage since it is presumably one of the earliest diverging monocots among angiosperms.

Recent molecular studies have shown that, in several species, FT and its orthologs that are translated in the leaves act as florigens^34^,^35^,^36^. In Arabidopsis, FT moves to the shoot apical meristem (SAM) via the phloem and, once there, forms a transcriptional complex with a basic leucine zipper (bZIP) transcription factor, FD. Transcription of floral regulator genes, such as *APETALA1 (AP1*), is then activated, leading to flowering^37^. Thus, as the major function, *FT*-like genes have been proposed to control the switch from the vegetative phase to the reproductive phase. However, recent functional studies have demonstrated more divergent roles for *FT*-like genes. In sugar beet, for example, two orthologous *FT* genes, *BvFT1* and *BvFT2*, exhibit antagonistic functions; *BvFT2* is essential for flowering, whereas *BvFT1* represses flowering, in both transgenic sugar beet and Arabidopsis plants^38^. In potato, two orthologous *FT* genes, *SP3D* and *SP6A*, have different functions, as well; *SP3D* promotes flowering, but *SP6A* promotes tuberization^39^. Furthermore, in Arabidopsis, *AtFT* is expressed in guard cells and regulates stomatal opening^40^. Therefore, *FT* seems to be involved in various other processes, in addition to flowering.

In this study, we characterized the expression and function of two *PEBP* genes, *FT* and *MFT*, designated as *SrFT* and *SrMFT*, from thermogenic skunk cabbage. Our study suggests that *SrFT* may play a principal role in the regulation of flowering in thermogenic skunk cabbage, and the expression of *SrFT* mRNA in floral tissues may have additional roles in processes other than flowering, through the complicated gene network associated with energy metabolism.

## Results

### Isolation and identification of *SrFT* and *SrMFT* cDNA from *S. renifolius*

An *S. renifolius* cDNA fragment library was searched to identify the DNA sequences of orthologous *PEBP* genes, including *FT*-like, *TFL1*-like, and *MFT*-like. Two *PEBP* genes, *FT* and *MFT*, were found in the cDNA fragment library, but *TFL1* homologs and other *FT/MFT* isoforms could not be found. To isolate *SrFT* and *SrMFT* genes from the tissues of *S. renifolius*, cloning primers were designed based on the *SrFT* and *SrMFT* sequences, and RT-PCR was performed. The amplified 600-bp region of *SrFT* cDNA contained a 525-bp protein coding sequence (LC030437) flanked by a 21-bp 5′-untranslated region and a 54-bp 3′-untranslated region. The predicted SrFT protein consisted of 174 amino acid residues and had a calculated molecular mass of 19.6 kDa. In contrast, the amplified 700-bp region of *SrMFT* cDNA contained a 639-bp protein coding sequence (LC030438) flanked by a 33-bp 5′-untranslated region and a 28-bp 3′-untranslated region. The predicted SrMFT protein consisted of 212 amino acid residues with a calculated molecular mass of 22.9 kDa. To isolate *TFL1-like* genes from *S. renifolius*, RT-PCR was performed using the degenerate primers (Supplementary Figs 1a,c, and 2); however, no fragments were amplified. The amplification of other *PEBP* genes using the other sets of degenerate primers were also unsuccessful (Supplementary Fig. 1b).

The SrFT showed significant homologies to *Cymbidium* and *Oncidium* FT proteins (87% and 85%, respectively; Fig. 2a). SrFT was also highly homologous to rice and Arabidopsis FT proteins (83% and 76%, respectively). In addition, the conserved key amino acid residues Tyr and Gln in FT homologs, which contribute to FT function, were identified at positions 84 and 139 of the SrFT protein, respectively (Fig. 2a). In Arabidopsis, mutational and structural analyses of chimeric proteins revealed that two amino acid residues are possibly the most critical for distinguishing FT and TFL1 activity^29^,^30^,^31^. However, the key amino acids were not conserved in SrMFT, leading to the hypothesis that SrMFT does not play a central role in the regulation of flowering. The SrMFT sequence exhibited 57% homologies to the *Glycine max* MFT protein (GmMFT) and contained an amino acid extension at its N-terminus that was similar to GmMFT (Fig. 2a). The sequence was also orthologous to rice and Arabidopsis MFT proteins (54% and 55%, respectively).

A phylogenetic tree for the *PEBP* genes was constructed using several amino acid sequences of other FT/TFL orthologs (Fig. 2b), and other MFT orthologs (Fig. 2c). The tree was divided into four major clades: FT, TFL, BFT (BROTHER OF FT AND TFL1), and MFT clades. The SrFT protein was located in the monocot group of the FT clade and was also located close to the FT proteins from orchids. Although *FT* genes have been isolated from numerous plant species, *SrFT* is the first to be isolated from a primitive flowering plant (i.e., *S. renifolius*). According to the updated APG III^12^, the Araceae, which includes *S. renifolius*, seems to be more ancient than other plant families that are included in the monocot group of FT sequence. The SrMFT protein was also located in the monocot group of the MFT clade but was also located close to the MFT proteins from grasses.

### Expression analyses of *SrFT* and *SrMFT* mRNA in *S. renifolius*

To investigate the distribution of *SrFT* mRNA, semi-quantitative RT-PCR was performed using various tissues of *S. renifolius* at the thermogenic female stage. *SrFT* mRNA was highly expressed in flowers and leaves but not in roots or spathes (Fig. 3a). To further examine the expression profile of *SrFT* mRNA in the flower, semi-quantitative RT-PCR was also performed using different floral tissues, including petals, pistils, stamens and the pith of female-stage flowers (Fig. 3b). *SrFT* was expressed in all floral tissues, but the expression was slightly lower in stamens and pith than in petals and pistils.

Next, the stage-specific expression of *SrFT* mRNA in flowers was examined using the spadices of different developmental stages in *S. renifolius* (Fig. 3c,d). During the former stage of floral maturation, levels of *SrFT* mRNA increased and reached a peak in mature flowers (Fig. 3c), and then, during the late stages of floral maturation, SrFT levels remained high (Fig. 3d). We also examined the seasonal changes in *SrFT* mRNA in leaves, using semi-quantitative RT-PCR (Fig. 3e). We found that *SrFT* mRNA was expressed in all leaves examined here, and was also more highly expressed during the reproductive stage in winter and spring than in early summer.

In contrast to *SrFT, SrMFT* transcripts were constitutively expressed in various tissues and developmental stages, except that the level of *SrMFT* was higher in female-stage spadices than in the other stages investigated. We also investigated the expression of the *TFL2*-like gene, designated as *SrTFL2*. SrTFL2 contained highly conserved regions among Arabidopsis and apple TFL2 proteins (Supplementary Fig. 3). Although TFL2 does not belong to the PEBP family, the protein is active in the regulation of flowering in both Arabidopsis^41^,^42^ and apple^43^. *SrTFL2* transcripts were also constitutively expressed in various tissues and developmental stages, but interestingly, during the former stage of floral maturation, *SrTFL2* transcripts decreased contrary to the increase of *SrFT* mRNA levels (Fig. 3c). Therefore, instead of *TFL1*-like genes, *SrTFL2* may function in *S. renifolius*.

### *In situ* localization of *SrFT* mRNA in *S. renifolius*

In Arabidopsis and rice, *FT* mRNA is localized in cotyledons but not in meristems^35^,^44^, but there have been very few studies of the *in situ* localization of *FT* mRNA in mature floral organs. Thus, we carried out *in situ* hybridization using an antisense probe to examine the tissue-specific localization of *SrFT* mRNA in detail. In floral tissues (Fig. 4a–d), the signals derived from *SrFT* mRNA were mainly observed in the vascular bundles in petals (Fig. 4a), pistils (Fig. 4b), stamens (Fig. 4c), and the outer layer of the pith (Fig. 4d). In leaf tissues (Fig. 4e,f), *SrFT* mRNA was also mainly localized in vascular bundles. A sense probe used as the control did not produce any signals in flowers (Fig. 4g) and leaves (Fig. 4h). Together, these results indicated that *SrFT* mRNA was localized mainly in the vascular tissues of flowers and leaves.

### Microarray analysis of *SrFT* and other co-regulated genes

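Labeled cRNA from petals, pistils, stamens and the pith of the female-stage spadix was hybridized to 4 arrays, 1 for each tissue, in a single color. There were no replicates, so the variation between plants, or between preparations of the same tissue, is not known. Each array carried 28601 spots, of which 27184 were 60-mer probes for genes of S. renifolius, each spotted 1 time, and 1417 were controls. The authors deposited the output of the Agilent Feature Extraction software, in which the processed signal is the brightness of a spot after background subtraction and correction of gradients within the array. It is not normalized between arrays. The number of probes that the software called well above background was 11612 in petals, 14742 in pistils, 16526 in stamens and 14240 in the pith. The arrays also differed in brightness. The 75th percentile of the processed signal was 70.3 in petals, 227 in pistils, 385 in stamens and 240 in the pith. The geometric mean of 7 spike-in controls, which are meant to be added in equal amounts to each labeling reaction, had another order, with 3930 in petals, 2967 in pistils, 2589 in stamens and 2615 in the pith. The 100 brightest probes held 44.6% of the total signal in petals, 29.8% in pistils, 22.1% in stamens and 26.4% in the pith. From the deposited signals, 380 probes flagged as non-uniform on at least 1 array were left out, and each remaining signal was expressed as log2 relative to the 75th percentile of its array. The flagged probes were bright, with a median processed signal of 1033 in petals against 7.43 for the others. The technical error of a value was taken from the error that the software gives for each spot. A second estimate came from 12 pairs of probes that have the same sequence under different names, taken without leaving out flagged probes. In the 6 pairs above background on every array, the SD of a single spot was 0.589 on the log2 scale, and the widest pair differed by 3.70 on the petal array. That single value contributes most of the squared differences behind the SD.

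**Figure D1:**
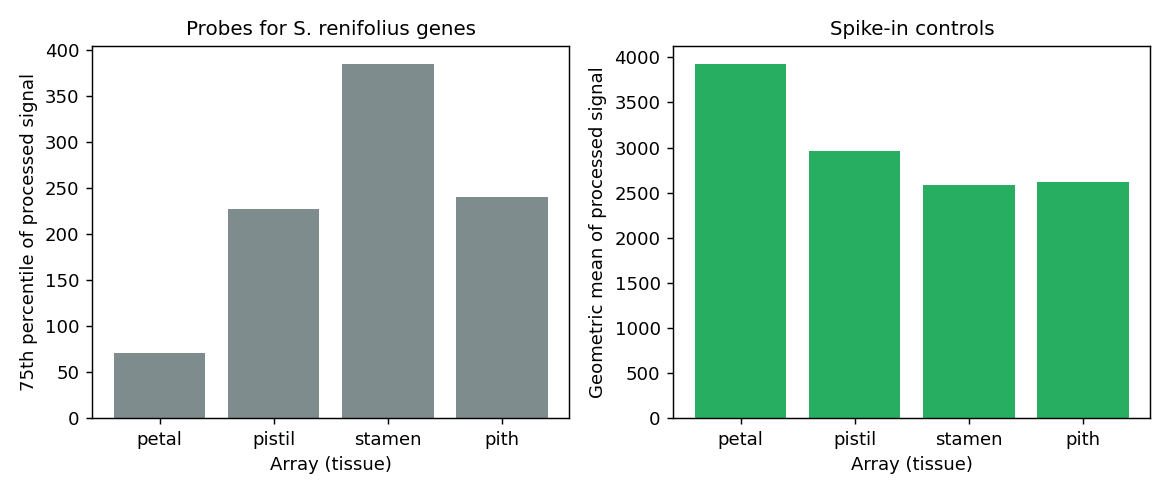
Brightness of the 4 arrays. The left bars give the 75th percentile of the processed signal of the gene probes (arbitrary units) on each array, and the right bars the geometric mean processed signal of 7 spike-in controls. The petal array has the lowest 75th percentile, 70.3, and the brightest spike-in controls, 3930.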

To examine the expression profiles of *SrFT* and co-regulated genes in mature floral tissues, microarray analysis was carried out using labeled cRNA that had been prepared from different floral tissues (Fig. 5). Consistent with RT-PCR analyses (Fig. 3b), the expression of *SrFT* mRNA was found to be higher in petals and pistils than in stamens and pith. 

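SrFT is represented on the array by the probe INB07_c7438 (60-mer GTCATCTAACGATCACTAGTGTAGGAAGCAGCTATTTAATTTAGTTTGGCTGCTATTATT), which Supplementary Table 4 lists under AT1G65480. The probe was well above background in all 4 tissues. Its processed signal before normalization was 633 ± 63.4 in petals, 1313 ± 131 in pistils, 178 ± 18.0 in stamens and 681 ± 68.2 in the pith (error of the spot as given by the software, no replicates). Relative to the 75th percentile of each array, the log2 signal was 3.17 in petals, 2.53 in pistils, -1.11 in stamens and 1.505 in the pith. The mean of petals and pistils exceeded the mean of stamens and the pith by 2.65 ± 0.14 on the log2 scale (technical error, no replicates), or 6.30-fold. Petals exceeded stamens by 4.28 ± 0.21 and the pith by 1.67 ± 0.20. Pistils exceeded stamens by 3.64 ± 0.20 and the pith by 1.03 ± 0.20, which was the smallest of the 4 differences. All 4 were larger than the technical error and than the SD of 0.589 of a single spot, from pairs with the same sequence. That SD understates the spread of a difference between spots, which matters most for the smallest difference. With 1 array per tissue none could be tested against variation between plants. Without normalization between arrays, the signal in petals was lower than in the pith, with a log2 difference of -0.105, which is within the technical error. From the higher signals in petals and pistils, together with the RT-PCR in Fig. 3b, the paper concludes that SrFT mRNA is more abundant in these tissues than in stamens and the pith.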

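The probe for SrAOX, INB07_rep_c14511 (60-mer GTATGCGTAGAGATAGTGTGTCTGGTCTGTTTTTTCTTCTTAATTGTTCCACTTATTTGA), is listed in Supplementary Table 4 under AT3G22370. Its processed signal was 43857 ± 4386 in petals, 82854 ± 8285 in pistils, 11328 ± 1133 in stamens and 23843 ± 2384 in the pith (error of the spot, no replicates). It ranked 30 of the 26804 probes kept in petals and in pistils, 567 in stamens and 143 in the pith. Relative to the 75th percentile of each array, the log2 signal was 9.29 in petals, 8.51 in pistils, 4.88 in stamens and 6.63 in the pith. The mean of petals and pistils was 3.14 ± 0.14 above that of stamens and the pith, against 2.65 ± 0.14 for SrFT. With this scaling both genes had the same order of tissues, with petals highest, followed by pistils, the pith and stamens, but the order depended on the normalization. A probe with equal signals on every array would take the same order under this scaling. Before normalization, pistils were highest for both genes, and petals were above the pith for SrAOX but not for SrFT. After quantile normalization, petals were above pistils for SrFT, whereas SrAOX had equal signals in both. In the paper's own signals in Supplementary Table 4, SrAOX was highest in pistils and SrFT in petals. A correlation over 4 tissues is too short to be given by itself, so SrAOX was ranked among all probes by the correlation of its normalized signals with those of SrFT. Of the 26802 other probes, 423 (1.58%) were as close to SrFT as SrAOX or closer. This count depended on the processing, from 130 probes (0.485%) with normexp background correction to 2081 probes (7.76%) after quantile normalization. From these profiles the paper reasons that SrFT and SrAOX have a similar tissue-specific expression.

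**Figure D2:**
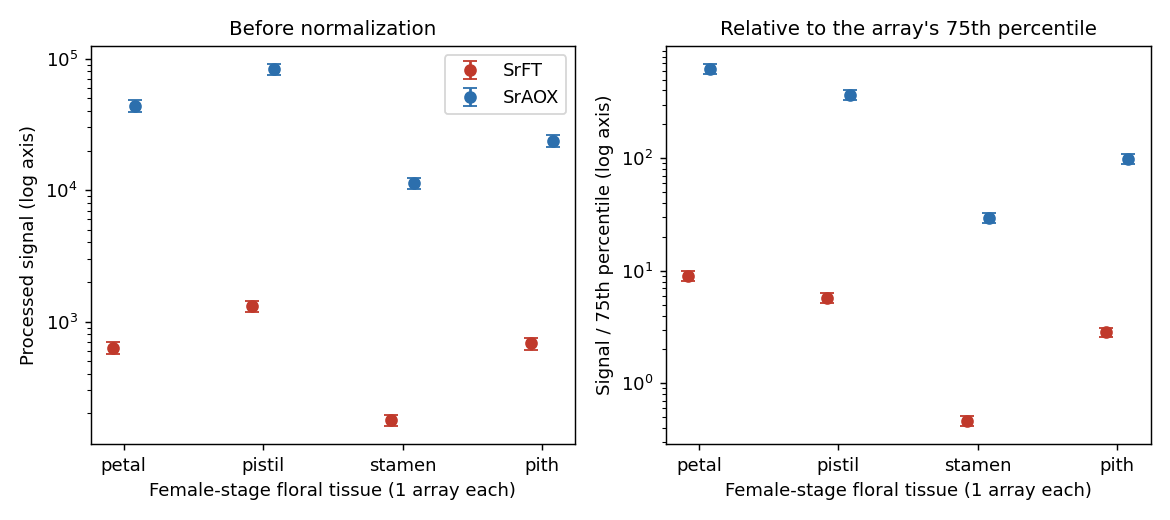
Signals of SrFT and SrAOX in the 4 floral tissues, 1 array each, on log axes, before normalization (left, processed signal) and relative to the 75th percentile of each array (right, ratio). Points are single spots and bars are the error of the spot given by the scanner software. Petals are above the pith for SrFT only on the right, where the log2 values are 3.17 and 1.505.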

Interestingly, we observed that the tissue-specific expression of *SrFT* was quite similar to that of *SrAOX* (Fig. 5a). The microarray result of *SrAOX* mRNA was validated with RT-PCR (Supplementary Fig. 7b at the bottom). Thus, to identify additional co-regulated genes with these two genes, we performed cluster analysis using a Poisson approach. 

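The 26804 probes kept were grouped by k-means clustering into 4 clusters, with the Pearson correlation of the normalized signals of the 4 tissues as the measure of similarity and 50 random starts. The clusters held 12759, 5050, 4526 and 4469 probes. The largest had its highest mean log2 signal in petals, 1.26 above the mean of the 4 tissues, and 66.3% of its probes were above background in no tissue. The cluster of 5050 probes was highest in stamens, that of 4526 in the pith and that of 4469 in pistils, and 0.277%, 5.32% and 15.3% of their probes were above background in no tissue. Cluster sizes were sensitive to the distance and the normalization. With the correlation of log2 signals the clusters held 10861, 5725, 5638 and 4580 probes, and with the chi-square distance of a Poisson model they held 9828, 9815, 6619 and 542.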

As a result, 6523, 7259, 7867, and 5535 genes were grouped into clusters I, II, III, and IV (Supplementary Fig. 4). 

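SrFT and SrAOX fell into the same cluster of 12759 probes, which made up 47.6% of the probes. They were in different clusters after quantile normalization alone, where the cluster of SrFT held 8285 probes, and after normexp background correction, where it held 2416. Quantile normalization with log2 signals or with the Poisson distance, settings chosen after seeing the data, kept them in the same cluster. Supplementary Table 4 lists 1807 genes of cluster IV, of which 1763 had no flagged spot. Of these, 508 (28.8%, 95% Wilson interval from 26.7% to 31.0%) were in the recomputed cluster with SrFT, and 1252 were in the cluster that was highest in pistils. The direction of the difference was more widely shared than the cluster. In 1483 of the 1763 genes (84.1%) the normalized signals of petals and pistils were both above those of stamens and the pith. Among all 26804 probes there were 8673 (32.4%). The paper grouped these genes by their profiles on the same 4 arrays, so a higher share among them follows from that selection. The share of genes placed with SrFT changed most with quantile normalization and log2 signals together, a setting chosen after seeing the data. It was then 89.8%, or 90.04% with flagged spots kept. Of the changes of a single choice, log2 signals gave 76.8%, no normalization 72.6% and the Poisson distance 25.5%. The share fell further with quantile normalization, to 18.0%. It was 17.9% with probes above background in at least 1 tissue and 12.8% with those above background in all 4. For the direction, only 171 genes had the pattern without normalization. The paper assigned both genes to cluster IV from its own clustering of the profiles, and takes the other genes of this cluster to be co-regulated with them.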

Two genes, *SrFT* and *SrAOX*, were classified into cluster IV along with the other co-regulated genes (Supplementary Table 4).

To further assess the major function of these co-regulated genes in the cellular processes associated with thermogenesis in *S. renifolius*, 8279 genes that could be annotated with the Arabidopsis Gene Identifier (AGI) codes were analyzed using Gene Ontology analysis (Fig. 5b,c). 

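The annotated genes of cluster IV are those of Supplementary Table 4, which gives an AGI code for each of 1807 probes. Detection differed among them. The signals of 975 genes (54.0%) were well above background in all 4 tissues, whereas 493 (27.3%) were well above background in no tissue. Among all 27184 probes the corresponding numbers were 10718 (39.4%) and 9393 (34.6%). For genes above background in no tissue, a difference between tissues rests on signals near the background, and their order of tissues may be that of the background. With the more lenient call of the software, a signal positive and significant against the background, the number of genes detected in no tissue fell to 114.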

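Supplementary Table 5 lists 333 genes of cluster IV that encode mitochondrial proteins, or 18.4% of the 1807 annotated genes. Supplementary Table 6 lists genes of electron transport or the energy pathway, of which 63 were in the text of the table available here. The names of 48 more were not available. They could not be left out and fell among the other genes of cluster IV in the comparison below, which may blur that difference. The lists for clusters I to III are not in the files analysed here, so the percentages were not compared between clusters. Instead, the genes were compared with the other genes of cluster IV by the log2 difference between the mean of petals and pistils and the mean of stamens and the pith. The median was 1.37 in 321 mitochondrial genes without flagged spots and 1.25 in the 1442 other genes, a difference of 0.120 (permutation test with 100000 resamples, p = 0.0045, Benjamini-Hochberg adjusted p = 0.0090 for 2 tests). The test is across genes within the same 4 arrays, and genes are not independent replicates. The difference was smaller than the technical error of 0.14 for a single gene, which is not the error of a median over 321 genes. Petals and pistils were both above stamens and the pith in 290 (90.3%) of the mitochondrial genes. In the 62 listed genes of electron transport or the energy pathway the median was 1.12, against 1.27 in the 1701 other genes, a difference of -0.154 that was not significant (permutation test, p = 0.099, adjusted p = 0.099), and 54 genes (87.1%) had both petals and pistils above stamens and the pith. Restricting the comparison to genes above background in all 4 tissues moved the mitochondrial difference most, to 0.368. Quantile normalization changed the sign for electron transport, to 0.326 (permutation test, p = 0.0034, not adjusted). The electron transport difference was also positive, but not significant, with genes above background in at least 1 tissue (0.0781) and in all 4 (0.185). It stayed negative with normexp (-0.0483) and with means (-0.175). The paper bases its statement on the share of these categories in each cluster in Fig. 5c.

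**Figure D3:**
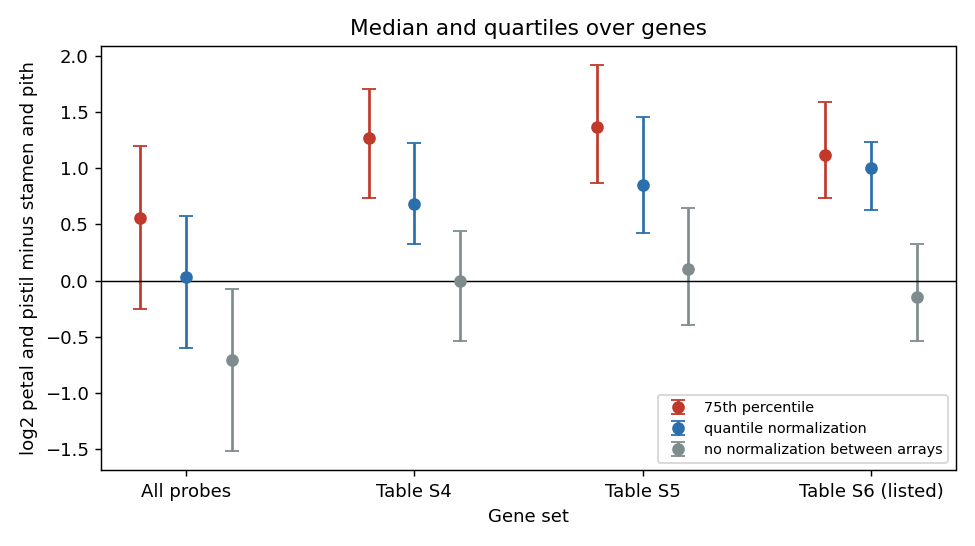
Log2 difference between the mean of petals and pistils and the mean of stamens and the pith, for all probes and for the genes of Tables S4, S5 and S6. Points are medians over genes and bars are the quartiles, with 1 array per tissue. The median for Table S4 is 1.27 relative to the 75th percentile of each array, 0.684 after quantile normalization and -0.000573 without normalization.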

Interestingly, the percentage of genes encoding mitochondrial proteins in cluster IV was the highest among the four clusters, and the percentage of genes associated with electron transport or the energy pathway in cluster IV was also the highest among the four clusters (Fig. 5c and Supplementary Tables 5 and 6). Among the four clusters, transcripts that encoded chloroplast and plastid proteins as well as transporters were also overrepresented in cluster IV (Fig. 5c). These data suggest that the expression of *SrFT* is co-regulated with other genes associated with energy metabolism.

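The genes of Supplementary Tables 5 and 6 with the highest mean signals varied in the size of the difference between tissues, which was 2.65 for SrFT. SrAOX had the second highest mean signal of the mitochondrial genes. The probe INB07_rep_c17660 (AT2G01140) was the brightest, with a processed signal of 57492 in petals, 113023 in pistils, 20165 in stamens and 32885 in the pith, and the mean of petals and pistils was 2.91 ± 0.14 above that of stamens and the pith (log2, technical error, no replicates). The difference was 2.12 for INB07_rep_c12248 (AT3G55440), which is in both tables, 2.02 for INB07_c12175 (AT1G76200) and 1.37 for INB07_rep_c13308 (AT3G52300), whose homology is given as a subunit of mitochondrial ATP synthase. Of the other genes of electron transport or the energy pathway, the difference was 2.15 for INB07_rep_c7536 (AT1G79550, phosphoglycerate kinase), 1.84 for INB07_rep_c11328 (AT1G04410), 1.70 for INB07_c1554 (AT5G67590) and 1.11 for INB07_rep_c7843 (AT5G10860). Each exceeded its technical error and had petals and pistils both above stamens and the pith. In INB07_rep_c13308 the log2 signal was 6.95 in petals and 7.10 in pistils, and in INB07_c1554 6.57 and 6.69. These gaps are smaller than the technical error of 0.20 of a single difference in SrAOX, so the order of petals and pistils was not resolved. For the difference of petals and pistils from stamens and the pith, the SD from probes with the same sequence was 0.520. Normalization affected these values more than the error of the spots did. Without it, the difference was 0.101 for INB07_rep_c13308 and -0.155 for INB07_rep_c7843. The paper reports that the percentages of mitochondrial and electron transport genes were higher in cluster IV than in the other clusters. From this it proposes that SrFT is co-regulated with genes of energy metabolism.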

### Analysis of Arabidopsis transformants expressing *SrFT* or *SrMFT*

*FT* genes isolated from many plants exhibit an *FT*-like function in Arabidopsis; however, *Picea abies*, which is a primitive seed plant, has *PEBP* genes that occupy an intermediate phylogenetic position between the *FT*-like and *TFL1*-like (FT/TFL1-like) genes and exhibit a *TFL1*-like function^32^. Thus, it is of interest to determine whether the *FT* genes of skunk cabbage, an ancestral flowering plant, encode an activity that promotes flowering. To examine *SrFT* function, *SrFT* and *SrFT-GFP* cDNA constructs driven by the CaMV 35S promoter were individually transformed into Arabidopsis plants. In the transgenic lines, the *35S::SrFT* (#4-1 and #10-3) and *35S::SrFT-GFP* (#12-3) constructs caused very early flowering and the *35S::SrFT-GFP* (#14-1) constructs caused modestly early flowering, compared with the empty vector (Fig. 6a).

To assess the flowering response quantitatively, the number of days required for the main shoot to attain a length of 1 cm (days to bolting) and the number of rosette leaves observed on that day were measured for ten plants from each transgenic line (Fig. 6b[Fig f6]c, and Table 1). In agreement with Fig. 6a, three transgenic lines (*35S::SrFT* #4-1, and #10-3, and *SrFT-GFP* #12-3) exhibited a very early flowering phenotype, and another line (*35S::SrFT-GFP* #14-1) exhibited a modestly early flowering phenotype, compared to that of the wild type.

To explore the correlation of the early flowering phenotype with *SrFT* expression in the *35S::SrFT* and *SrFT-GFP* transgenic lines, RT-PCR was performed. As shown in Fig. 6d, the expression of *SrFT* mRNA was observed in the transgenic lines, but not in wild type. To analyze the expression of SrFT protein, SrFT-GFP proteins expressed in rosette leaves of two *SrFT-GFP* transgenic lines (#12-3 and #14-1) were detected using immunoblotting with anti-GFP antibodies (Fig. 6e). The levels of SrFT-GFP protein were higher in #12-3 than #14-1. This result suggests that the very early flowering phenotype observed in *35S::SrFT-GFP* (#12-3) is due to higher SrFT protein expression.

We also measured the days to bolting and the numbers of rosette leaves observed on that day using *35S::SrMFT* and *35S::SrMFT-GFP* lines (Fig. 7 and Table 1). The results showed that SrMFT did not promote flowering in Arabidopsis.

Taken together, these data clearly show that SrFT proteins promote flowering and that elevated levels of SrFT protein cause earlier flowering in Arabidopsis.

## Discussion

In this study, we isolated two *PEBP* genes, *SrFT* and *SrMFT*, from thermogenic skunk cabbage (*S. renifolius*). Although skunk cabbage is a primitive seed plant, the primary structure of the proteins encoded by the two genes was similar to those found in other plants. *SrFT* mRNA was highly expressed in both flowers and leaves, and its level in flowers significantly increased during floral maturation. In contrast, *SrMFT* mRNA was constitutively expressed in various tissues and stages. Interestingly, within floral tissues, *SrFT* and several genes related to mitochondrial function and cellular respiration, including *SrAOX*, had similar expression profiles. The expression of *SrFT* in Arabidopsis resulted in an early flowering phenotype, indicating that *SrFT* promotes flowering, whereas the expression of *SrMFT* in Arabidopsis failed to promote flowering. Taken together, these data suggest that, among *PEBP* genes, *SrFT* plays a role in the regulation of flowering and floral development in the thermogenic skunk cabbage, through the complicated gene network associated with energy metabolism.

*S. renifolius* is a polycarpic plant that flowers after several years of vegetative growth (Fig. 1). Once the plant flowers, it can bloom almost every year under optimal environmental conditions, and one of the most interesting features of *S. renifolius* is that floral development precedes leaf development in the adult phase (Fig. 1c–f). In *S. renifolius*, the flower blooms in early spring, whereas leaf development begins at the end of spring. The developmental features in the flowers and leaves contrast those of well-studied plants, in which flowering and floral development occurs after leaf development. In the present study, the expression of *SrFT* was high in both flowers and leaves; therefore, we hypothesize that *SrFT* expressed in each organ has distinct functions. In leaves, the SrFT protein is likely to function as a florigen, and we speculate that SrFT is transported to the SAM, where it stimulates the formation of flower buds that will mature in the following season. However, in flowers, *SrFT* may regulate floral or fruit maturation. This proposal is consistent with the observation that the level of *SrFT* mRNA increased during the maturation of floral buds (Fig. 3c). Highly expressed *FT* genes in floral tissues were observed not only in skunk cabbage (Figs 3 and 4) but also in Arabidopsis (Supplementary Fig. 6), and the levels of *FT* mRNA increased significantly from flower buds to mature flowers in both plants. Thus, highly expressed *FT* genes in these tissues may have additional roles in floral development in various plants. In addition, although it would be of interest to study the levels and the localization of *SrFT* mRNA during the transition from the vegetative stage to the reproductive stage, we did not undertake such a study because of the difficulty in culturing plants in laboratory conditions during this transition.

The plant *PEBP* gene family is divided into three main clades: *FT*-like, *TFL1*-like, and *MFT*-like. Among *PEBP* genes, we identified *SrFT* and *SrMFT* as the major skunk cabbage genes of the *FT*-like and *MFT*-like subfamilies, respectively. However, there were no fragments of *TFL1*-like genes in our skunk cabbage cDNA database, and we could not amplify any *TFL1-like* fragments using RT-PCR and degenerate primers (Supplementary Fig. 1). Interestingly, gymnosperms possess only two types of *PEBP* genes, *MFT*-like and a group that occupies an intermediate phylogenetic position between the *FT*-like and *TFL1*-like (*FT/TFL1*-like)^32^. It is, therefore, of great interest to determine whether there are two or three types of *PEBP* genes in skunk cabbage. However, the complete sequence of the skunk cabbage genome will be needed to determine whether *TFL1*-like genes exist or not. Interestingly, in the skunk cabbage inflorescences, the levels of *SrFT* mRNA increased during floral maturation, whereas the levels of *SrTFL2* mRNA decreased (Fig. 3c). Since *TFL2*, which does not belong to the PEBP family, functions in the repression of flowering in Arabidopsis^41^,^42^ and apple^43^, *TFL2*, instead of *TFL1*, may regulate flowering and floral development together with *SrFT* in thermogenic skunk cabbage.

In Arabidopsis and rice, *FT*/*Hd3a* expression is much higher in leaves than in the shoot apex, and is observed in phloem tissues of both cotyledons and leaves^35^,^44^,^45^. Based on the expression studies and analyses of transgenic Arabidopsis/rice expressing GFP-tagged FT/Hd3a, it became clear that FT/Hd3a proteins are produced in the leaves and subsequently move to the shoot apex, where they promote flowering^34^,^35^. Interestingly, the number of studies describing *FT* transcripts in tissues other than leaves has increased recently. For example, in grapes, *VvFT* is highly expressed in inflorescences and developing fruit and is especially prominent in developing seeds^46^, and in poplar trees, *PnFT1* and *PnFT2* are highly expressed in capsules^47^. In addition, the expression levels of *OnFT* and *CgFT* in orchids are significantly higher in young flower buds and decrease during floral maturation^48^,^49^. Although *OnFT* and *CgFT* exhibited the highest homologies to *SrFT*, their expression patterns were in marked contrast to those of skunk cabbage. *SrFT* expression in skunk cabbage increased during floral maturation (Fig. 3c), whereas *FT* expression in orchids decreased. In addition, two potato *FT* genes, *SP3D* and *SP6A*, also exhibit different functions; *SP3D* promotes flowering, whereas *SP6A* promotes tuberisation^39^, and accumulates to high levels in stolons and leaves of short-day induced plants. These observations suggest that FT functions may be more diverse than previously thought and that other functions may be found with future investigation.

Extensive research on the expression and activity of AOX has shown that the protein plays a pivotal role in floral thermogenesis^23^,^24^,^25^,^26^,^27^. In contrast, several studies have suggested that uncoupling protein (UCP), which plays a major role in mammalian thermogenesis, likely plays a minor role in plant thermogenesis^23^,^25^. Interestingly, we found that *SrAOX* transcripts were co-regulated with *SrFT* transcripts within floral tissues (Fig. 5a). Classification analysis based on gene expression profiles also revealed that *SrAOX* and *SrFT* were classified into cluster IV (Supplementary Table 4). In addition, *SrMFT* was also co-regulated with *SrAOX* and *SrFT* and classified into cluster IV; however, *SrUCPA* was not co-regulated with these genes and was classified into cluster II (Supplementary Table 4 and Supplementary Fig. 5). In previous studies, genes involved in cellular respiration and mitochondrial function were significantly enhanced during the female stage of skunk cabbage floral development^21^,^22^. Of these genes, several were classified into cluster IV in this study, and were co-regulated with *SrFT* and *SrAOX* (Supplementary Fig. 5). Thus, defining the mechanisms that underlie the co-regulation of the genes involved in flowering and respiration in floral tissues will be a future research objective.

Photoperiodism in plants from the Araceae family, including skunk cabbage, remains largely unknown. Only a few plants, such as *Spirodera polyrhiza* (duckweed), are known to be day-neutral plants with respect to turion formation^50^. However, since skunk cabbage has a long juvenile phase and is buried under heavy snow during winter, it is difficult to examine the effects of environmental factors, including day length, on the timing of flowering. It is also difficult to control the flowering of skunk cabbage by changing environmental conditions. Thus, altering endogenous conditions by overexpressing *SrFT* is probably the best strategy to promote skunk cabbage flowering. To achieve this goal, recent advances in transformation techniques and tissue culture will be useful; especially since the number of reports using these techniques in the Araceae family has been gradually increasing^51^,^52^,^53^. In addition, since floral thermogenesis is always observed in reproductive organs, such as flowers and inflorescences, technical advances in the control of flowering will elucidate the molecular mechanisms that underlie floral thermogenesis and will likely reveal many unanswered questions.

## Methods

### Plant materials

Skunk cabbages, *Symplocarpus renifolius*, tissues were sampled from plants growing in the marshlands of Iwate and Nagano, Japan with the exception of a few potted plants that were transferred from outdoors at the end of autumn, in order to study gene expression in floral buds.

### cDNA sequencing

A cDNA fragment library was prepared from *S. renifolius* by using a GS FLX Titanium Rapid Library Preparation Kit (Roche Diagnostics), and over 450,000 cDNA fragments were sequenced with an FLX+ genome sequencer (Roche Diagnostics). Sequences that were highly homologous to the *FT* and *MFT* of several plant species were screened from ~35,000 contigs using BLAST-X searches, and cloning primers were designed to isolate the genes. *TFL1* homologs and other *PEBP* genes were not identified in these datasets. However, partial sequences of *TFL2* homologs were identified (Supplementary Fig. 3), and primers were designed to analyze their gene expression.

### Cloning of *FT* and *MFT* genes from *S. renifolius*

Total RNA was extracted from leaves of *S. renifolius* using the RNeasy Plant Mini Kit (QIAGEN), and cDNA was synthesized from 1 μg total RNA using a PrimeScript^TM^ RT reagent kit (Takara Bio Inc.). The resulting cDNA was then used as the template in subsequent RT-PCR experiments with KOD-Plus DNA polymerase (TOYOBO). For the cloning of *SrFT* genes, nested-PCR was carried out using two sets of primers: SrFT-F4 and SrFT-R4 for 1^st^ PCR, and SrFT-F1 and SrFT-R1 for 2^nd^ PCR. To clone the *SrMFT* genes, 5′-RACE was conducted using a FirstChoice RLM-RACE Kit (Life Technologies) and the gene-specific outer and inner primers SrMFT-R3 and SrMFT-R4, respectively, which was designed from partial *SrMFT* sequences on our cDNA fragment library. The full-length clone of *SrMFT* was isolated using RT-PCR and the primers SrMFT-F5 and SrMFT-R1. After being cloned into the pZErO-2 vector, the full-length *SrFT* and *SrMFT* genes were sequenced using the primers M13F and M13R. The nucleotide sequences of *SrFT* and *SrMFT* have been submitted to DNA Data Bank of Japan (DDBJ) with accession number LC030437 and LC030438, respectively. Although considerable effort was made to isolate *TFL1* homologs and other *PEBP* genes (Supplementary Figs 1 and 2), these genes were not isolated. All primers used in this study are summarized in Supplementary Table 1.

### Construction of plant transformation vectors

To generate the 35S::*SrFT* construct, the PCR products that were amplified using the primers SrFT-F1 and SrFT-R1 were cloned into the *Nco*I-*Nhe*I site of the pCAMBIA 1301 vector (pCAM1301) under the control of the cauliflower mosaic virus (CaMV) 35S promoter using an In-Fusion HD Cloning Kit w/Cloning Enhancer (Clontech Laboratories, Inc). The pCAM1301 vector was partially digested because it contains two *Nhe*I digestion sites. To generate the 35S::*SrFT-GFP* construct in a similar way, PCR was carried out using the primers SrFT-F1 and SrFT-R2. The *GFP* gene was amplified from pUC35S::GFP using PCR with KOD-Plus DNA polymerase (TOYOBO) and the primers GFP-F1 and GFP-R1. The two amplified PCR products were mixed and cloned into the *Nco*I-*Nhe*I site of pCAM1301 using an In-Fusion HD Cloning Kit w/Cloning Enhancer (Clontech Laboratories, Inc), and the resulting DNA inserts were sequenced with the primers pCAM1301-F1 and pCAM1301-R1. To generate *35S::SrMFT* and *35S::SrMFT-GFP* constructs, the pZerO-2 vector that contained the *SrMFT* gene was used as a template. The *SrMFT* gene for *35S::SrMFT* was amplified using the primers SrMFT-IF-F1 and SrMFT-IF-R1, and the *SrMFT* gene for *35S::SrMFT-GFP* was amplified using the primers SrMFT-IF-F1 and SrMFT-IF-R2.

### Arabidopsis transformation

All pCAMBIA constructs were introduced into Arabidopsis (ecotype Columbia) via *Agrobacterium tumefaciens*-mediated transformation, using the floral dip method^54^. The flowering time of the T3 line was evaluated.

### Molecular phylogenetic and evolutionary analyses

The predicted amino acid sequences of FT/MFT and other related proteins from angiosperms were collected by searching the National Center for Biotechnology Information (NCBI) databases. In addition, the protein sequences of MFT orthologous genes from gymnosperms (*P. abies*), spikemosses (*S. moellendorffii*), and mosses (*P. patens*) were identified and obtained from the HMMER web server (http://hmmer.janelia.org/)^55^ by using the *SrMFT* gene sequence as the query and selecting sequences with the lowest E values. A phylogenetic tree of the full-length sequences of these proteins was constructed based on the alignment from CLUSTAL W using the maximum likelihood (ML) method in MEGA 6.06^56^. The consensus phylogenic trees are shown with bootstrap values from 1000 replications.

### Semi-quantitative RT-PCR of *SrFT, SrMFT*, and *SrTFL2* transcripts

Total RNA was extracted from the spadices, leaves, roots, and spathes of *S. renifolius* using an RNeasy Plant Mini Kit (QIAGEN), and cDNA was synthesized from 1 μg total RNA using a PrimeScript^TM^ RT reagent kit (Takara Bio Inc.). the resulting cDNA was then used as the template in subsequent RT-PCR experiments using ExTaq DNA polymerase (Takara Bio Inc.) with primers SrFT-F4 and SrFT-R4 for amplifying a 600-bp region containing the *SrFT gene*, SrMFT-F3 and SrMFT-R3 for amplifying a 177-bp region within *SrMFT*, and SrTFL2-F3 and SrTFL2-R3 for amplifying a 152-bp region within *SrTFL2*. As a control, the primers qPCR60-F and qPCR60-R were used to amplify a 160-bp region containing the *SrEF1α* gene. The primers SrFT-F3 and SrFT-R3 were used to amplify a 190-bp region within *SrFT* when examining the mRNA levels of cultured *S. renifolius* leaves. The primers SrFT-F1-rt and SrFT-R1-rt were used to amplify a 142-bp region within *SrFT* when examining the mRNA levels of Arabidopsis plants transformed with *SrFT*.

### *In situ* hybridization of *SrFT* transcripts

To generate an antisense probe construct, 600-bp target regions containing the *SrFT* coding sequence (525 bp) and the 5′ and 3′ flanking sequences (21 bp and 54 bp, respectively) were amplified from *S. renifolius* leaf cDNA using KOD-Plus DNA polymerase (TOYOBO) and the primers revSrFT-f1 and revSrFT-r1. The antisense probe construct was then used as a template to generate a sense probe construct, and 600-bp regions were amplified using the orSrFT-f1 and orSrFT-r1 primers. Amplified DNA fragments were inserted into the *Pst*I-*Xho*I site of the pBlueScript SK(+) vector and sequenced. *In situ* hybridization was subsequently conducted as previously described using a Hybrimaster HS-300 (ALOKA)^57^,^58^. DIG-labeled antisense and sense probes were then generated using a T3/T7 digoxigenin RNA labeling kit (Roche Diagnostics) and were hybridized to cross-sections of spadices and leaves from female-stage *S. renifolius*. Tissue sections were observed with a light microscope (SteREO Discovery V20; Carl Zeiss).

### SDS-PAGE and immunoblotting

SDS-PAGE was carried out as described previously^59^. After electrophoretic separation using SDS-PAGE, proteins were electrotransferred to a PVDF membrane (Millipore) using a semi-dry electrophoretic transfer system (ATTO) and blotting buffer (50 mM TRIS-HCl, 1.44% glycine, 20% methanol). Rabbit polyclonal antibodies against GFP were produced using His-tagged GFP as the antigen. The anti-GFP IgG was affinity-purified using a GFP antigen column and the purified IgG was used as the primary antibody to detect *SrFT-GFP* and *SrMFT-GFP*. Horseradish peroxidase-conjugated secondary antibodies were detected using SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific).

### Microarray analysis

Total RNA was isolated from individual floral tissues including petals, pistils, stamens, and the pith using an RNeasy Plant Mini Kit (QIAGEN). The RNA samples were quantified using an ND-1000 spectrophotometer (NanoDrop Technologies) and the quality was confirmed with an Experion System (Bio-Rad Laboratories). The cRNA was then amplified, labeled, and hybridized to a 4 × 44k Agilent 60-mer custom oligomicroarray according to the manufacturer’s instructions. The probes on this custom array were designed based on our in-house cDNA database, which was prepared from female-stage spadices of *S. renifolius*. All hybridized microarray slides were scanned using a G2505B Microarray Scanner (Agilent). Relative hybridization intensities and background hybridization values were calculated using Agilent Feature Extraction Software (9.5.1.1), and the microarray data have been deposited in the NCBI Gene Expression Omnibus repository with the accession number GSE68011.

### Cluster analysis

To identify genes that were co-regulated with *SrFT* and *SrAOX*, cluster analysis was performed^60^, using 27,184 genes from floral tissues including petals, pistils, stamens, and the pith, and the “Correlation” clustering algorithm. According to their expression profiles, 6523, 7259, 7867, and 5535 genes were classified into four clusters I, II, III and IV, respectively.

### Gene ontology analysis

The Arabidopsis dataset for BLAST analysis was obtained from the Arabidopsis information Resource (TAIR) website (http://www.arabidopsis.org/index.jsp), and the *S. renifolius* dataset prepared in this study was analyzed using the Blast2.2.27+ program from NCBI. A homolog search was performed by using tBLASTx to search the Arabidopsis dataset for sequences that were similar to those in the *S. renifolius* dataset (DB: *Arabidopsis thaliana*, query: *S. renifolius*), and *vice versa* (DB: *S. renifolius*, query: *A. thaliana*). The genes that were among the top hits of both homolog searches and that had E values less than e^−10^ were selected, and AGI codes for the selected Arabidopsis orthologs were obtained from the TAIR database. Of 27,184 genes, a total of 8279 were annotated with AGI codes and analyzed using the Gene Ontology tool on the TAIR website, and 2052, 1981, 2438, and 1808 of the genes were classified in clusters I, II, III, and IV, respectively.

## Additional Information

**How to cite this article**: Ito-Inaba, Y. *et al*. Characterization of two *PEBP* genes, *SrFT* and *SrMFT*, in thermogenic skunk cabbage (*Symplocarpus renifolius*). *Sci. Rep.* **6**, 29440; doi: 10.1038/srep29440 (2016).

## Supplementary Material

Supplementary Information

Supplementary Information

## Figures and Tables

**Figure 1:**
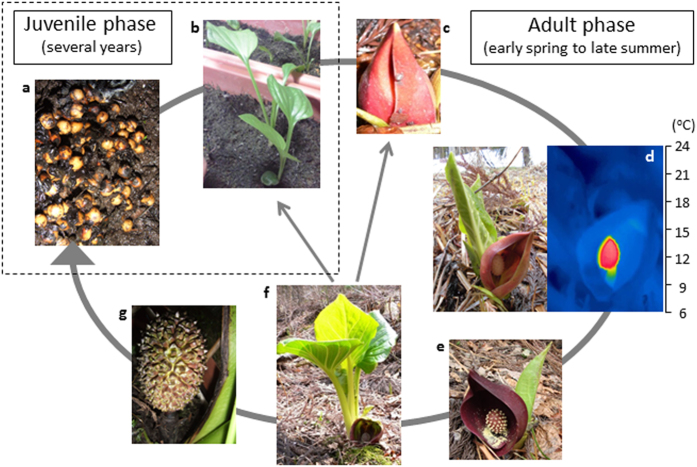
The life cycle of skunk cabbage (*Symplocarpus renifolius*). *S. renifolius* is a polycarpic plant that flowers after several years of vegetative growth. In early spring, the flowers begin producing heat when they bloom and terminate heat production when the pollen is released from the anthers. At the end of spring, leaf development is initiated at floral senescence, and environmental conditions determine whether or not flowers will bloom in the following year. In summer, if pollination is successful, the flower becomes a fruit, which contains many seeds. (**a**) Seeds, (**b**) seedlings, (**c**) immature-stage flowers (pre-thermogenic stage), (**d**) female-stage flowers (thermogenic stage), (**e**) male-stage flowers (post-thermogenic stage), (**f**) developed leaves, and (**g**) fruits. The thermal image of the right panel in (**d**) was taken using an FLIR SC 620 thermal imager (FLIR SYSTEMS).

**Figure 2:**
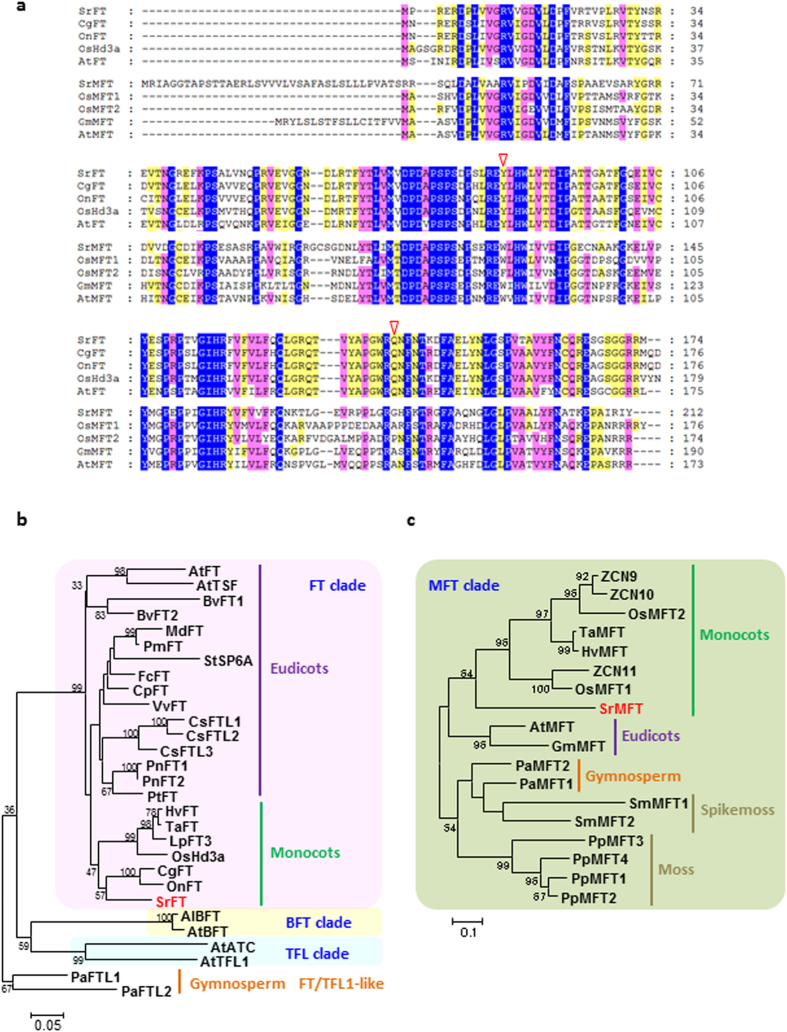
Sequence analysis of SrFT, SrMFT, and related proteins. (**a**) Alignment of the predicted amino acid sequences of SrFT, SrMFT, and related proteins. The predicted SrFT sequence was aligned with CgFT (*Cymbidium goeringii*), OnFT (*Oncidium Gower* Ramsey), OsHd3a (rice), and AtFT (Arabidopsis). The SrMFT sequence was aligned with OsMFT1 and 2 (rice), GmMFT (*Glycine max*), and AtMFT (Arabidopsis) sequences. Amino acids highlighted in blue, pink, or yellow are conserved across all, more than eighty percent, or more than half of the protein sequences in the alignment, respectively. Arrowheads indicate amino acids (Y84 and Q139) that are critical to FT function. (**b**) A phylogenetic tree of the predicted amino acid sequences of SrFT and related proteins. (**c**) A phylogenetic tree of the predicted amino acid sequences of SrMFT and related proteins. The tree was created using MEGA 6.06 with the Clustal W and maximum likelihood method. Bootstrap values above 30 are shown near each branch. The consensus phylogenic trees are shown with bootstrap values from 1000 replications. The accession numbers, locus IDs, and species abbreviations are listed in Supplementary Table 2.

**Figure 3:**
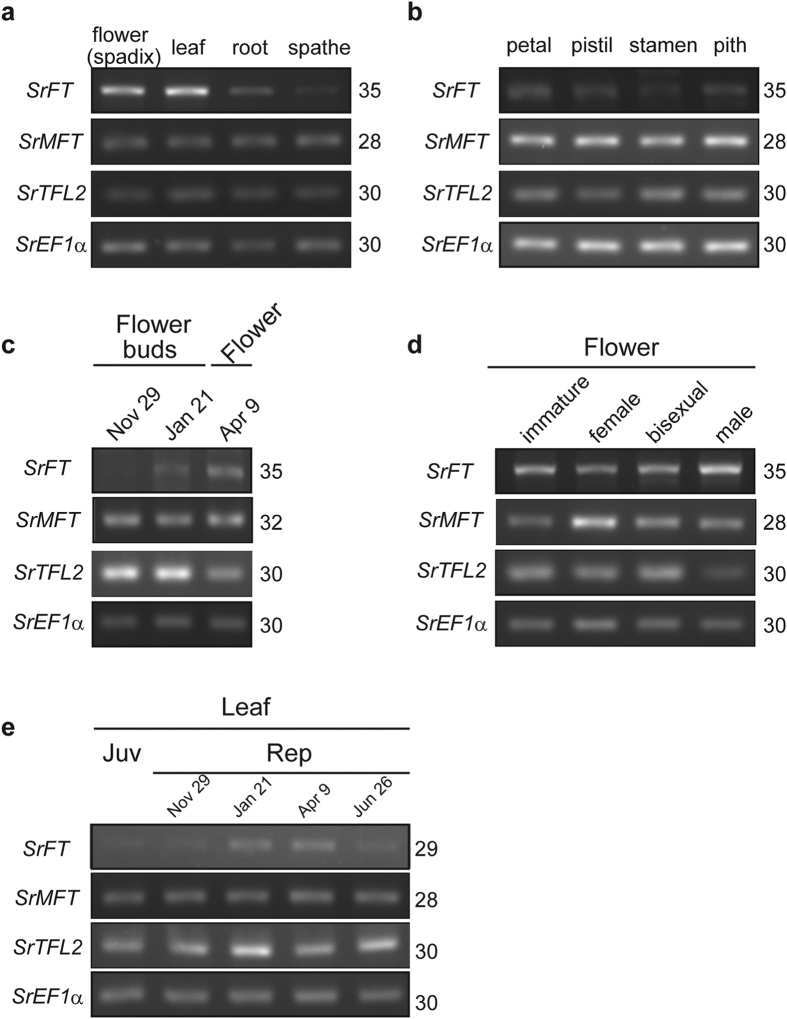
The tissue- or stage-specific expression of two *PEBP* genes, *SrFT* and *SrMFT*. (**a**) Tissue-specific expression in plant tissues. (**b**) Tissue-specific expression in floral tissues. (**c**) Stage-specific expression in flowers during the transition from floral buds to mature flowers. (**d**) Stage-specific expression in flowers at the late stage of floral maturation, including immature (pre-thermogenesis), female (strong thermogenesis), bisexual (weak thermogenesis), and male (post-thermogenesis) stages. (**e**) Stage-specific expression in leaves of juvenile (Juv)- and reproductive (Rep)-phase plants. To prevent saturation, semi-quantitative RT-PCR was analysed with different PCR cycles (Supplementary Fig. 7) and the appropriate numbers of PCR cycles were shown on the right side of each gel. The signals detected here were not from contaminated genomic DNA (Supplementary Fig. 8). In (**c,e**), potted plants were used to collect samples (Supplementary Fig. 9).

**Figure 4:**
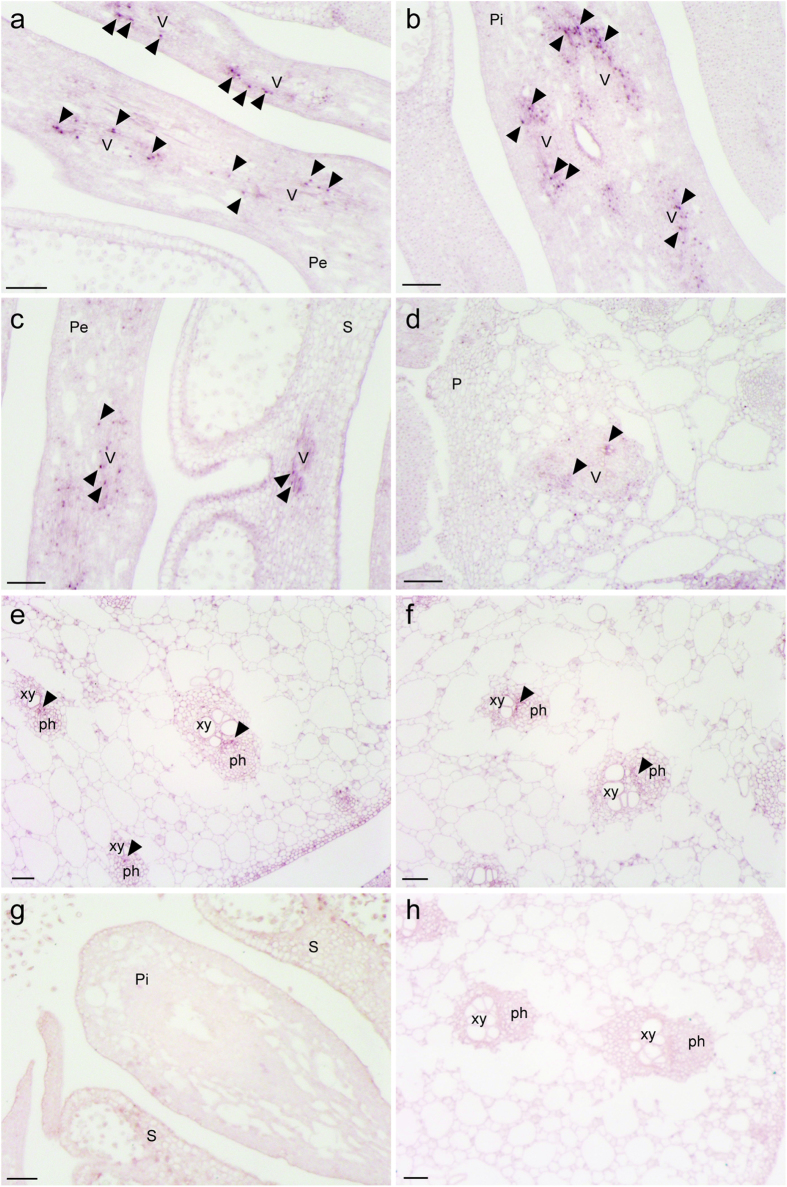
Localization of *SrFT* mRNA in flowers and leaves. DIG-labeled antisense RNA probes were hybridized on cross-sections of flowers (**a–d**) and leaves (**e,f**). As the control, sense RNA probes were hybridized on cross-sections of flowers (**g**) and leaves (**h**). Arrowheads indicate the locations of signals. Pe, petal; Pi, pistil; P, pith; S, stamen; V, vascular bundle; xy, xylem; ph, phloem. Bar =100 μm.

**Figure 5:**
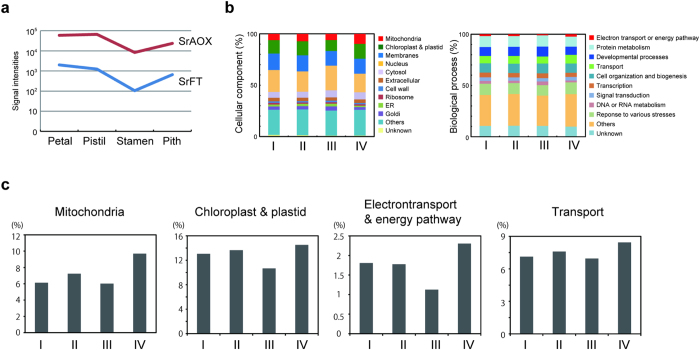
Microarray analysis of four different floral tissues. (**a**) *SrFT* and *SrAOX*, representative genes for flowering and respiration/thermogenesis, respectively, had similar expression profiles among the different floral tissues. (**b**) 27,184 genes were classified into four clusters (I-IV) according to their expression profiles in the different floral tissues. Of the resulting 6523, 7259, 7867, and 5535 genes in clusters I, II, III and IV, respectively, 2052, 1981, 2438, and 1808 were annotated with AGI codes, respectively. The annotated genes were classified based on the GO annotation that assigns cellular components and biological processes to each sequence. (**c**) Categories that had the highest percentage representation in cluster IV of all clusters were extracted. Most notably, many genes involved in mitochondrial function and in electron transport and the energy pathway were found in cluster IV.

**Figure 6 f6:**
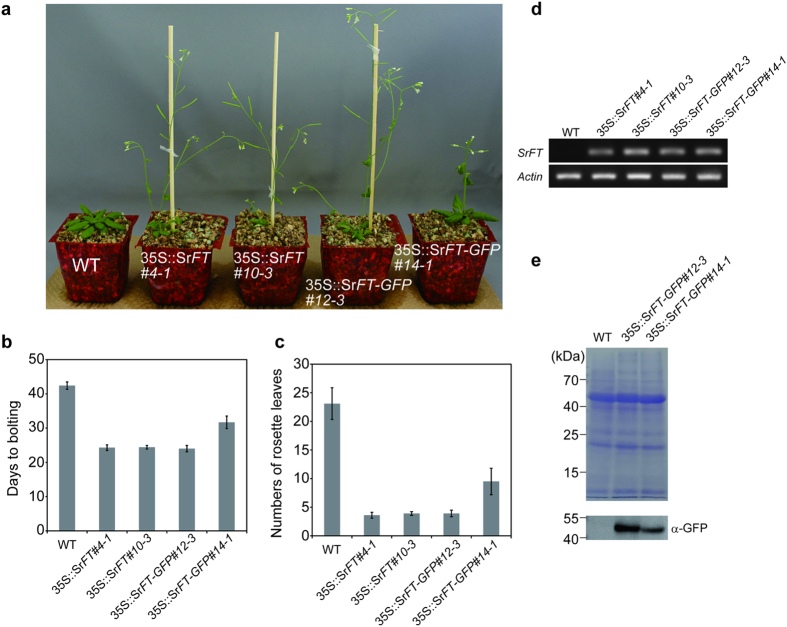
Analysis of transgenic Arabidopsis plants that ectopically expressed *SrFT* or *SrFT-GFP*. (**a**) Phenotypes of 33-day-old wild type (empty vector), *35S::SrFT*, and 3*5S::SrFT-GFP* transgenic plants grown in soil under LD conditions. (**b,c**) Flowering response of wild type, *35S::SrFT*, and *35S::SrFT-GFP* transgenic plants in soil under LD conditions. Data are means ± standard deviation (SD; N = 10). (**d**) *SrFT* mRNA expressed in rosette leaves of 33-day-old wild type, *35S::SrFT*, and *35S::SrFT-GFP* transgenic plants were analyzed using RT-PCR. Actin is shown as a loading control. (**e**) Rosette leaves of 33-day-old wild type and *35S::SrFT-GFP* transgenic plants were analyzed using SDS-PAGE and then visualized using CBB-staining or immunoblotting with α-GFP antibodies.

**Figure 7:**
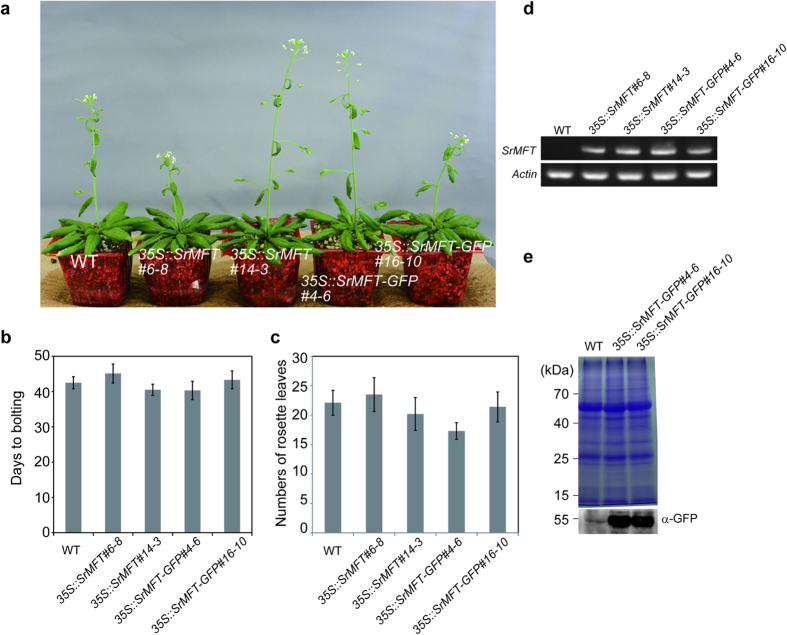
Analysis of transgenic Arabidopsis plants that ectopically expressed *SrMFT* or *SrMFT-GFP*. (**a**) Phenotypes of 46-day-old wild type (empty vector), *35S::SrMFT*, and 3*5S::SrMFT-GFP* transgenic plants grown in soil under LD conditions. (**b,c**) Flowering response of wild type, *35S::SrMFT*, and *35S::SrMFT-GFP* transgenic plants in soil under LD conditions. Data are means ± standard deviation (SD; N = 10). (**d**) *SrMFT* mRNA expressed in rosette leaves of 29-day-old wild type, *35S::SrMFT*, and *35S::SrMFT-GFP* transgenic plants were analyzed using RT-PCR. Actin is shown as a loading control. (**e**) Rosette leaves of 29-day-old wild type and *35S::SrMFT-GFP* transgenic plants were analyzed using SDS-PAGE and then visualized using CBB-staining or immunoblotting with α-GFP antibodies.

**Table 1:** Measurements of flowering time in transgenic *Arabidopsis* plants overexpressing *SrFT, SrFT-GFP, SrMFT*, and *SrMFT-GFP*.

Genotype	Nos of plants^a^	Days to bolting^b^	Numbers of rosette leaves^c^
*WT 1-6*	10	42.40 ± 1.08	23.10 ± 2.77
*SrFT 4-1*	10	24.30 ± 0.82	3.60 ± 0.52
*SrFT 10-3*	10	24.40 ± 0.52	3.90 ± 0.32
*SrFT-GFP 12-3*	10	24.00 ± 0.94	3.90 ± 0.57
*SrFT-GFP 14-1*	10	31.70 ± 1.83	9.50 ± 2.32
*SrMFT 6-8*	10	45.10 ± 2.69	23.5 ± 2.87
*SrMFT 14-3*	10	40.50 ± 1.58	20.2 ± 2.78
*SrMFT-GFP 4-6*	10	40.30 ± 2.60	17.3 ± 1.41
*SrMFT-GFP 16-10*	10	43.30 ± 2.54	21.4 ± 2.55

^a^Plants were grown on the potted soil at 22 °C under the day length conditions at 16 h of light/8 h of darkness (long-day conditions). Data are means ± standard deviation (SD; N = 10).

^b^The number of days required for the main shoot to attain a length of 1 cm.

^c^The number of rosette leaves observed on the day when plants start bolting.

How the deposited data were processed for this re-analysis (not part of the article)

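Gene expression was measured in 4 floral tissues of the female-stage spadix of S. renifolius (petals, pistils, stamens and the pith) with 1 array per tissue and no replicates. The authors deposited, for each array, the spot intensity given by the Agilent Feature Extraction software, as the processed signal after background subtraction and correction of gradients, together with its error, the mean intensity of the spot, the median intensity of the local background, and flags. These intensities had not been normalized between arrays. The paper does not state a normalization. The software had replaced low signals by a small positive value on 9950 spots in petals, 6834 in pistils, 5631 in stamens and 7820 in the pith, so differences between such spots carry no information on expression.

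Control spots were removed, which left 27184 probes. The 380 probes flagged as non-uniform on any array were left out, which left 26804. No spot was saturated. The main values are the log2 processed signal minus the 75th percentile of its array. This scaling assumes that the 75th percentile of expression is equal in the 4 tissues, and it raises every signal of the dimmest array, that of petals. Quantile normalization, no normalization, and normexp background correction with an offset of 50 in limma 3.58.1 (R 4.3.3) followed by the 75th percentile were the alternatives for normalization. Other alternatives were restricting the probes to those well above background in at least 1 or in all 4 tissues, log2 signals or a Poisson chi-square distance for clustering, 6 clusters, keeping flagged spots, a margin of 1.5-fold for the order of tissues, means in place of medians, and another call of detection. Scaling to the spike-in controls, and the combination of quantile normalization with log2 signals or with the Poisson distance, were added after the data had been seen. Spike-in controls were used where at least 90% of their 32 spots were above background on every array, which kept 7 of 10.

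With no replicates, no test between tissues was possible. The technical error of a difference was propagated from the errors of the spots, which are about 10% of the signal and contain no variation between arrays or plants. Probes with the same sequence under different names gave a second estimate. Clusters were made by k-means on the Pearson correlation of the linear normalized signals with 50 random starts and a fixed seed. Genes of Supplementary Tables 5 and 6 were compared with the other genes of Supplementary Table 4 by permutation tests of the difference of medians with 100000 resamples, adjusted by the Benjamini-Hochberg method over 2 tests. Shares have 95% Wilson intervals. The scripts were tested on simulated data. Both clustering methods placed 100% of 4000 simulated profiles with their own kind, and the permutation test called 6% of 200 simulations without a shift and 100% of those with a shift of 1 SD. The simulated profiles were of distinct kinds, with little noise and no background floor. They test the code and cannot show how well clusters are recovered in these data. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

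Genes named in the text were SrFT, SrAOX, any other gene of the paper whose probe a table identifies, the 5 genes of Supplementary Table 5 and the 5 listed genes of Supplementary Table 6 with the highest mean normalized signal, and the 5 probes outside Supplementary Table 4, above background in all 4 tissues, with the largest difference in each direction. The array files describe no probe, and the homologies in the supplementary tables cover only genes of cluster IV, so a planned test of respiration keywords was not run. RT-PCR, in situ hybridization and the transgenic lines have no data in the files analysed here.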

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

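The spike-in controls, which the paper does not report on, were brighter on the petal array by 0.532 on the log2 scale than the mean of the other 3 arrays, although the gene probes of that array were the dimmest. Weaker hybridization or scanning of the petal array would have dimmed the controls too, and this value of 0.532 has the opposite sign. With the 100 brightest probes of each array removed, the remaining total of the petal array was still lower, by a log2 difference of -1.66. This does not separate the explanations, since a few genes taking a large share of the labeled cRNA would also leave the other probes dimmer, so the pattern cannot be told apart from this explanation. The GC content of the probes had little part in it, since the deficit differed by 0.221 between the highest and the lowest GC groups of 3. If less labeled petal cRNA had been on the array, the deficit would be a single factor for all probes. The brightest of 10 brightness groups and the middle groups differed by 0.455, just inside the limit of 0.5 set for this explanation, but that comparison leaves out the dim probes. In the dimmest group the deficit was -0.741 and in the next -1.47, against -2.10 in the middle groups. However, the groups held only the 10352 probes above background on every array. A dim probe with a large petal deficit would fall below background in petals and be left out. The smaller deficits of the dim groups may come from this selection, so they cannot decide whether a single factor describes all probes. Less of the finished labeled cRNA put on the array would be expected to dim the spike-in controls, which were brighter. Less petal RNA in the labeling reaction need not dim controls meant to be added in equal amounts, so they cannot decide that case. The source of the petal deficit is left open, and no biological explanation was tested. Of these predictions, only that for GC content was written before the result was seen.

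Among probes outside Supplementary Table 4 and above background in all 4 tissues, 5 had the largest excess of petals and pistils over stamens and the pith. The log2 difference was 8.18 for INB07_rep_c7755, 6.21 for INB07_rep_c30996, 6.12 for INB07_rep_c13862, 6.06 for INB07_rep_c10977 and 5.95 for INB07_rep_c27113, each larger than the 2.65 of SrFT. INB07_rep_c7755 (60-mer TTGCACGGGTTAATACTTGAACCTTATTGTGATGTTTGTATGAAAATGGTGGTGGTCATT) had a processed signal of 8435 in petals, 7680 in pistils, 43.6 in stamens and 102 in the pith. In the other direction the difference was -5.52 for INB07_c2388, -4.87 for INB07_rep_c16022, -4.61 for INB07_rep_c16913, -4.52 for INB07_c18612 and -4.35 for INB07_c1306. They were flagged because the paper does not discuss them. Their signs were kept after quantile normalization, with 7.78 for INB07_rep_c7755 and -5.59 for INB07_c2388, and without normalization, with 6.91 and -6.78. Each value rests on 1 spot per tissue. Cross-hybridization and RNA carried over between dissected tissues were not tested, the files give no names for these probes, and no biological explanation was tested.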

How the results depend on the processing

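The main settings and most alternatives were fixed before the processed files arrived. Scaling to the spike-in controls and the combinations of quantile normalization with another distance were chosen after seeing the data. Of the headline rows, 24 stayed the same, 37 moved and 5 reversed. Keeping flagged spots changed the mean difference of petals and pistils from stamens and the pith by less than the technical error for SrFT and SrAOX. The same held for the smallest SrFT difference. The other single differences and the count of similar probes were not rerun with these spots. The mitochondrial difference kept its sign and its significance under every alternative in which it was rerun. It ranged from 0.0517 with normexp to 0.368 with probes above background in all 4 tissues. No normalization and spike-in scaling shift all genes of an array alike and cannot change it. It was not rerun with flagged spots kept.

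Normalization had the widest effect. Without it, the difference between petals and pistils on one side and stamens and the pith on the other was 1.39 for SrFT and 1.87 for SrAOX, the smallest SrFT difference reversed to -0.105, and 171 genes of Supplementary Table 4 had the pattern in place of 1483. The cluster of SrFT then held 5106 probes and 72.6% of the genes of Supplementary Table 4. With spike-in scaling the corresponding values were 0.996, 1.48, -0.693, 47 genes, 4144 probes and 61.1%. Both remove the factor by which the 75th percentile raises the dim petal array, which could explain the direction of these changes. The log2 difference between petals and the pith for SrFT was the value that reversed, to -0.105 and -0.693.

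Quantile normalization gave 2.22 for SrAOX, 2081 probes as close to SrFT as SrAOX in place of 423, a cluster of 8285 in place of 12759 and 18.0% of the genes of Supplementary Table 4 in place of 28.8%. It reversed the electron transport difference from -0.154 to 0.326 (permutation test, p = 0.0034). It assigns the same value to the same rank on every array, so SrAOX, at rank 30 in both petals and pistils, was given equal signals there, which could explain the lower rank of its similarity. Normexp gave 2.16 for SrFT, 2.62 for SrAOX, 130 similar probes, a cluster of 2416 and 41.5%. Its offset raises low signals and so could shrink differences.

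Restricting the probes to those above background in at least 1 tissue gave 264 similar probes of 17409 (1.52%) and a cluster of 4676. This cluster held 17.9% of the genes, and the electron transport difference was 0.0781. With probes above background in all 4 tissues these values were 190 of 10350 (1.84%), 2788, 12.8% and 0.185. The pattern was then found in 738 of 932 genes (79.2%). The main setting had 1.58% similar probes and 84.1% with the pattern, so the lower counts mostly reflect the smaller sets of probes. Neither electron transport value was significant (permutation tests, p = 0.61 and p = 0.20). With log2 signals there were 775 similar probes, a cluster of 5725 and 76.8% of the genes. The Poisson distance gave 6619 probes and 25.5%. Quantile normalization with log2 signals gave 5883 and 89.8%, and with the Poisson distance 6667 and 56.3%. These were 2 of 6 fits with quantile normalization, the others being quantile normalization alone and the 3 distances with flagged spots kept, which gave 17.8%, 90.04% and 54.5%. The dim probes, whose profile may be that of the background, make up much of the cluster in the main setting. Their removal could explain the smaller clusters. A margin of 1.5-fold left 778 genes with the pattern, and the lenient call of detection left 114 genes of Supplementary Table 4 undetected in place of 493.

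Of the single differences of SrFT and SrAOX, 22 rows moved, 2 reversed and 8 stayed the same. The median of repeated spots gives no other value, since each probe was spotted 1 time. The test of respiration keywords was not run because the array files describe no probe and the homologies of the supplementary tables cover only genes of cluster IV. The replicate block was not run because each tissue has 1 array, so leaving out a replicate was not possible either. The lack of replicates limits every difference between tissues, and the background limits the 493 genes of Supplementary Table 4 that were not detected.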

Differences from the paper's values

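For SrAOX, the log2 differences between tissues were larger than those from the paper's signals in Supplementary Table 4. The mean of petals and pistils exceeded that of stamens and the pith by 3.14 against the paper's 2.15. Petals exceeded stamens by 4.41 against the paper's 2.82 and the pith by 2.65 against the paper's 1.32. Pistils exceeded stamens by 3.63 against the paper's 2.99 and the pith by 1.88 against the paper's 1.49. Of the alternatives set before the files arrived, quantile normalization brought all 5 within the technical error of the paper's values, at 2.22, 2.98, 1.46, 2.98 and 1.46. Without normalization only the pistil and stamen difference, at 2.87, was within it, and with normexp only the pistil and pith difference, at 1.504. Spike-in scaling, chosen after seeing the values, brought only the pistil and pith difference within it, at 1.61. The paper's signals for all 1807 genes differed by at most 0.0258% from quantile normalization of all 27184 probes. The paper's text does not name this method. Values repeated between columns of Supplementary Table 4 had been seen before the files arrived, when quantile normalization was set as an alternative.

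The cluster that holds SrFT had 12759 probes against the paper's 5535 for cluster IV. The alternatives set before the files arrived within 1.5 times of the paper's number were quantile normalization with 8285, no normalization with 5106, probes above background in at least 1 tissue with 4676, log2 signals with 5725 and the Poisson distance with 6619. Normexp with 2416, probes above background in all 4 tissues with 2788, and 6 clusters with 11353 were not. Of the settings chosen after seeing the values, spike-in scaling gave 4144, quantile normalization with log2 signals gave 5883 or 6004 with flagged spots kept, and quantile normalization with the Poisson distance gave 6667 or 6634. Quantile normalization with flagged spots kept, also chosen after seeing the values, gave 8311.

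Mitochondrial genes made up 18.4% of the annotated genes of cluster IV by the count of Supplementary Table 5, against about 9.7% in Fig. 5c, read by eye. Genes of electron transport or the energy pathway made up 6.14% by the 111 rows of Supplementary Table 6, against about 2.3% in Fig. 5c, read by eye. No alternative changes these counts of table rows. The percentages given here are table rows over the annotated genes of Supplementary Table 4. The paper's text does not state the total over which the percentages of Fig. 5c were taken. The 2 kinds of percentage are therefore not known to share a denominator, and no contradiction between the figure and the tables is concluded.

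The paper places the genes of Supplementary Table 4 in the same cluster as SrFT and SrAOX. In the main setting 28.8% of them were in the cluster with SrFT. SrFT and SrAOX were in different clusters after quantile normalization alone, with 8285 probes in that of SrFT, and after normexp, with 2416. They shared a cluster after quantile normalization with log2 signals or with the Poisson distance, settings chosen after seeing the values. For SrAOX the paper's signals are highest in pistils, whereas in the main setting petals were highest, at 9.29 against 8.51 in pistils.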

Other observations

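The position of petals relative to the pith for SrFT depended on how the arrays were scaled. Relative to the 75th percentile, petals were above the pith by 1.67. Quantile normalization and normexp kept petals above the pith, by 1.62 and 1.24. Without normalization the log2 difference was -0.105, and with the spike-in controls setting the scale it was -0.693. The last value follows from -0.105 and the brighter controls of the petal array, so it is not a separate test. The normalization between arrays may account for the order of these tissues. The spike-ins measure the amount per labeling reaction and the 75th percentile the share among the other transcripts, and the arrays do not tell which describes the tissue. This prediction was written after the result was seen, and no biological explanation was tested.

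Many probes with no signal above background had petals and pistils above stamens and the pith. Among the 9393 probes above background in no tissue, 41.5% had this pattern after scaling to the 75th percentile, against 16.67% for a random order of 4 values. Without normalization it was 6.31%, and after quantile normalization 27.3%. Among the 10352 probes above background in all 4 tissues it was 32.0% after scaling to the 75th percentile, 4.43% without normalization and 28.6% after quantile normalization. Normexp gave 63.9% of the undetected and 26.8% of these detected probes, and spike-in scaling 1.30% and 2.15%. Scaling between arrays, which raises the dimmest array most, may therefore create the pattern. The 75th percentile was 70.3 in petals, 227 in pistils, 240 in the pith and 385 in stamens. A probe with equal signals on every array thus takes this pattern after that scaling. The dependence on scaling was not special to the background floor. The prediction was written after related counts had been seen. Supplementary Table 4 holds 493 genes above background in no tissue.

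Mitochondrial genes of cluster IV had a larger difference between tissues than its other genes, by 0.120. Brightness was tested as a technical source by comparing genes within 10 groups of equal brightness, where the weighted difference was 0.220. Probes near the background were tested by keeping only genes above background in all 4 tissues, where it was 0.368. Both predictions were written before the results were seen, and in both tests the difference grew. Within the groups it was 0.658 and 0.693 in the eighth and ninth brightness groups and -0.163 in the sixth, so it was not uniform. Cross-hybridization between related genes was not tested, and with 1 array per tissue the pattern cannot be told apart from variation between preparations.

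A single probe, INB07_c7426 (60-mer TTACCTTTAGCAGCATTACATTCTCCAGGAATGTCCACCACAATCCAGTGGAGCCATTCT), holds the whole SrMFT-R4 primer, ACAATCCAGTGGAGCCATTC. Its processed signal was 6.50 in petals, 34.7 in pistils, 38.0 in stamens and 3.51 in the pith, and it was above background only in pistils and stamens. It is not among the genes of Supplementary Table 4 and was not in the recomputed cluster of SrFT. In the main setting it was in the cluster of 4469 probes that held 1252 genes of Supplementary Table 4. After quantile normalization its cluster held 1440 of these genes, and with quantile normalization and log2 signals together 62. The probe has the strand of the reverse primer, that is, the complement of the SrMFT mRNA. Both strands have reading frames without stop codons, so the strand is taken from the primer alone. A probe of this strand does not pair with cRNA that is itself the complement of the mRNA, so its signals are not taken as a measure of SrMFT mRNA. Whether the paper's placement of SrMFT in cluster IV rests on this probe is not stated in the tables analysed here.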
